A study of Arabidopsis thaliana with 24 samples.

How the data were processed

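Libraries made by 3' RNA-seq from Arabidopsis thaliana plants 21 days old were compared between 6 genotypes, with 4 libraries each and 24 in all. Per the labels, RNA was reverse transcribed from barcoded oligo(dT) primers, samples were pooled before tagmentation, 1 read of each pair carried the barcode and the molecular identifier, and the other read carried the transcript sequence. Such reads fall near the 3' end of a transcript, so a count stands for a transcript end and not for its whole length. The aligner, the counting tool, the genome build, the annotation, the use of strand and whether molecular identifiers were collapsed are not stated. Counting intervals therefore cover counting error only.

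The deposited values are whole-number counts per gene, 1 table per library, with no normalization by the authors, as the values show. Every table listed the same 37184 loci, and 0 of its lines named no gene. Of these loci, 36899 matched the reference annotation of assembly TAIR10.1, which was used only for gene names, exon length, GC content and neighbouring genes. No coordinates are given, because the authors' build is not stated. Total counts per library ran from 1270033 to 3490594 with a median of 2112938, and 16641 to 19273 genes had at least 1 count. Among 36 pairs of libraries from the same group, 0 were identical and chi-square per degree of freedom was 1.91 or more, so every library was counted as a replicate.

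Groups and replicate numbers came from the sample titles. Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 after TMM normalization and the edgeR filter on low counts by group, which kept 13592 genes. All 24 libraries entered 1 fit with a shared estimate of the spread, and 14 comparisons were drawn from it. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. CPM values are counts scaled by the TMM-adjusted library size. Where all libraries of a group held at most 3 counts of a gene, the fold is a bound computed against that floor.

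A recovery score placed each library between wild type and mutant. It is the mean log2 CPM, with a prior count of 2, of genes higher in the mutant minus that of genes lower in it, rescaled so that the Col-0 mean is 0 and the dxo1-2 mean is 1. The genes were chosen in fits without the Col-0 and dxo1-2 libraries of the replicate number being scored. Scores, list means and read shares were compared with two-sided exact permutation tests of 4 against 4 libraries. The smallest p such a test can give is 0.0286.

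Gene lists were tested with camera of limma 3.58.1 on voom values at a preset correlation of 0.01, with adjustment over 5 comparisons and all lists. There were 7 lists fixed in advance. They covered nuclear photosynthesis genes, defence genes, plastid rRNA processing factors, nuclear rRNA processing and ribosome assembly factors, genes of the chloroplast and of the mitochondrial genome, and cytosolic ribosomal protein genes. The plastid list holds AT3G10690, annotated as a DNA gyrase subunit, which was entered by error and left in place. The rule for the ribosomal protein list found only 24 genes, so a broader list of 170 was added after the data were seen.

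The genes named were picked by a rule. For the mutant against Col-0 they are the 5 highest and 5 lowest fold changes, and for other pairs of groups the 2 highest and 2 lowest, among called genes with a mean of at least 20 counts in the higher group and no overlap between the CPM values of the groups. For the interaction they are the 3 smallest p-values. The designs, lists, naming rule and first set of other settings were fixed before the data were examined.

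The other settings fixed then were median-of-ratios size factors, DESeq2 1.42.0, no filter on low counts, at least 10 counts in every library, a fit of only the groups compared, the replicate number as a block, organelle genes left out, a prior count of 0.5, the 100 genes of each direction with the smallest p for the score, fry and an estimated correlation for the lists, and leaving out each library. After the data were seen, 2 more were added. In 1 of them the main axis of spread within groups was a covariate, and in the other the trend of log2 CPM on exon length was removed from each library by a lowess with a span of 0.3. Lengths were known for 99.4% of the tested genes, but not for organelle genes, whose lists the removal therefore does not address.

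The steps were tested on simulated counts. With 176 changed genes among 12402 tested, edgeR recovered 80.1% of them, 5.37% of its calls were unchanged genes, and the slope of estimated on true log2 fold change was 1.01. A comparison with no changed genes gave 0 calls. These counts were drawn for each gene on its own, without an axis of spread shared between genes. The 0 calls therefore do not show how many false calls such an axis would give. Of all 200 changed genes, tested or not, edgeR recovered 70.5% and DESeq2 71.5%, and 8.92% of the DESeq2 calls were unchanged genes. A length trend was then added to some libraries of every group, steeper in dxo1-2 than in the other groups. There edgeR recovered 56% of the 200 before the trend was removed and 72.5% after, and 1.75% and 4.61% of its calls were unchanged genes. The edgeR interaction test made 1 call, on a changed gene, so it found few of the simulated interactions. Lines simulated at recovery scores of 0, 0.5, 1 and 1 were placed at 0.0200, 0.498, 0.986 and 0.976. Figures were drawn with matplotlib 3.10.9.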

Results

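Transcript counts were measured in 21-day-old Arabidopsis plants of the wild type Col-0, the mutant dxo1-2, and 4 lines in which a DXO1 transgene driven by the 35S promoter had been put into dxo1-2. DXO1 belongs to a family of enzymes that act on RNA 5' ends. The full-length active line carried the unaltered protein, and the full-length substituted line carried the catalytic substitutions E394A and D396A. The truncated active and truncated substituted lines carried the same proteins without their N-terminal part. Each genotype had 4 libraries. Total counts per library ran from 1270033 to 3490594. The design asks what loss of DXO1 changes, and which of catalysis and the N-terminal part is needed to undo it.

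DXO1 itself (AT4G17620, named a glycine-rich protein in the reference table) was measured first. It had 15.6 ± 2.97 CPM in Col-0 and 3.36 ± 0.645 in dxo1-2 (SD, n = 4), a log2 fold change of -2.23 (SE 0.31, edgeR adjusted p 5.7e-06). The full-length active line had 12.1 ± 1.24 CPM and the full-length substituted line 18.4 ± 2.43, both above the mutant with log2 fold changes of 1.88 and 2.48 (edgeR adjusted p 3.4e-05 and 9.9e-07). The truncated active line had 4.45 ± 1.77 CPM and the truncated substituted line 5.14 ± 1.71. Neither was called different from dxo1-2, with log2 fold changes of 0.40 (SE 0.35) and 0.67 (SE 0.34) (edgeR p adjusted over all tested genes 0.547 and 0.695). A small rise is not excluded. Both were below the full-length line with the same catalytic site, by log2 fold changes of -1.49 and -1.81 (edgeR adjusted p 2.1e-04 and 1.8e-05). These values rest on 5 to 40 counts per library. The truncation is thus joined to a lower DXO1 read level in these libraries, and every comparison between truncated and full-length lines carries both differences. Whether the counted part of the gene is present in each transgene is not stated.

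**Figure D1:**
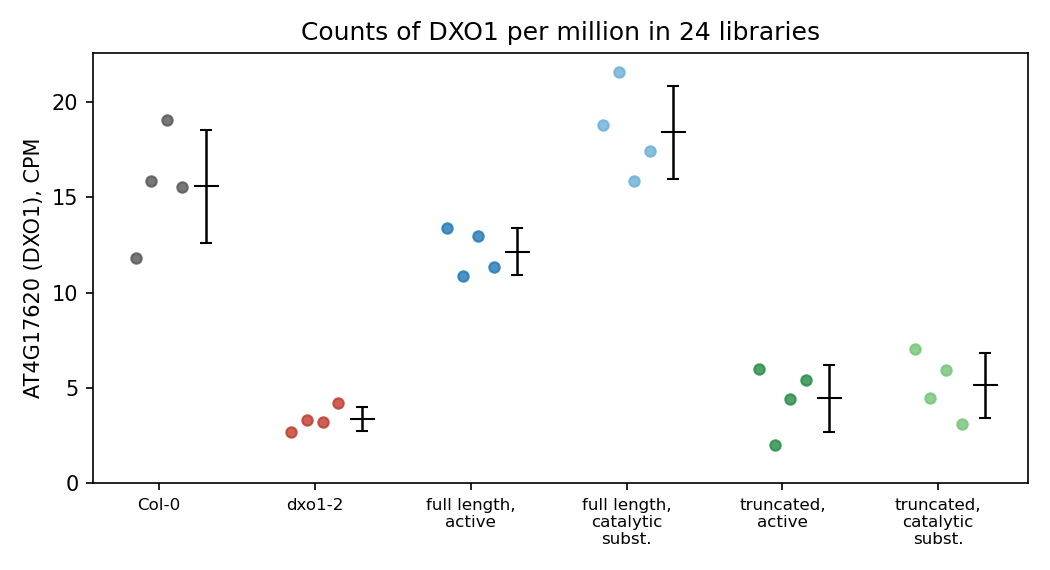
DXO1 read level (vertical axis, CPM) in each of the 24 libraries by genotype. Points are libraries and bars are the mean with the SD of 4 libraries. The full-length lines lie at 10.9 or above and the truncated lines at 7.04 or below.

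In dxo1-2, 3072 of 13592 genes were called different from Col-0, 1994 of them higher and 1078 lower. Of the called genes 2694 had no overlap between the 4 libraries of each genotype, and 26.1% of all tested genes had none where chance gives 2.86%. The count moved most, to 5327, when the main axis of spread within groups was a covariate. That axis was computed from these same libraries, so a rise was built in. The share of called genes that were higher was 64.9%, and 51.8% after the trend on gene length was removed.

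Among the genes highest in dxo1-2, the Col-0 libraries held at most 1 count, so folds are bounds. SADHU3-2 (AT3G42658), a pseudogene, was at least 7.26-fold higher, AT5G26270 at least 5.70-fold, the auxin-responsive family gene AT2G21220 at least 5.33-fold and RAS1 (AT1G09950) at least 4.78-fold. KTI1 (AT1G73260), a trypsin inhibitor, was at least 8.16-fold higher, with 18.5 ± 19.3 CPM in the mutant and an edgeR adjusted p of 0.0440 that 6 of 8 fits leaving out 1 library lost. The largest falls were in PP2-A1 (AT4G19840), from 223 ± 18.1 to 11.7 ± 4.82 CPM, a log2 fold change of -4.30 (SE 0.23, edgeR adjusted p 8.8e-13), and AAP2 (AT5G09220), from 127 ± 14.3 to 8.19 ± 1.94 CPM, a log2 fold change of -3.98 (SE 0.19, edgeR adjusted p 4.5e-14). TTL4, CYP94B3 and CORI3 followed with log2 fold changes of -3.48, -3.40 and -3.27. SADHU elements have near-identical copies, and how reads shared between copies were counted is not stated.

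The lines were then compared with the mutant. The full-length active line differed from dxo1-2 in 4153 genes, 1640 higher and 2513 lower, and the full-length substituted line in 3471, 1420 higher and 2051 lower. The truncated active line differed in 412 genes, 96 higher and 316 lower, and the truncated substituted line in 108, 44 higher and 64 lower. The count of 412 was 1222 without replicate 4 of the truncated active line and 183 without its replicate 1, and another split of the same libraries gave 4225 genes. The share of the 412 that were higher was 23.3%, but 43.6% with the main axis of spread as a covariate, and for the full-length active line the share went from 39.5% to 50.7% in that setting. In the full-length active line PP2-A1 rose to 230 ± 26.0 CPM and PR1 (AT2G14610) was at least 229-fold lower than in dxo1-2, AT5G53710 was at least 3.90-fold higher and KTI1 at least 14.7-fold lower. In the full-length substituted line ASN1 (AT3G47340) was higher by 4.68 on the log2 scale, PDF1.2b at least 7.41-fold higher, AT1G07485 at least 6.03-fold lower and KTI1 at least 6.74-fold lower, with an edgeR adjusted p of 0.0441 that 6 of 8 fits leaving out 1 library lost. In the truncated active line VSP2 and TBL26 were higher by 2.72 and 2.36 on the log2 scale, and COR27 and AT4G33980 changed by -4.20 and -3.42. The VSP2 call was lost in 6 of 8 fits leaving out 1 library. In the truncated substituted line ORA47 and RRTF1 were higher by 3.13 and 2.77, and the seed storage genes SESA5 and SESA3 changed by -4.94 and -3.92. PDF1.2b and PDF1.2c, SESA3 and SESA5, and VSP2 have close paralogs, so their counts are uncertain where reads were shared.

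Against Col-0, the full-length active line differed in 140 genes, 75 higher and 65 lower, and the full-length substituted line in 728, 432 higher and 296 lower. The truncated lines differed in 3967 genes (2287 higher) and 3849 genes (2390 higher). A fit of only the libraries compared gave 1349 genes in place of 140. The lower count of the full-length active line did not hold in every setting. With the main axis of spread as a covariate, the counts were 2245 in the full-length active and 2197 in the full-length substituted line. With the length trend removed they were 346 and 1085. Of all tested genes, 14.07% and 10.06% had no overlap with Col-0 in these lines, where chance gives 2.86%. These counts therefore do not rank the full-length lines by their distance from Col-0. After the length trend was removed, the share of called genes that were higher went from 53.6% to 40.8% in the full-length active line (43.5% with no filter on low counts and 41.5% in DESeq2) and from 62.1% to 51.0% in the truncated substituted line. SADHU3-2 stood above Col-0 in the full-length active line and in both truncated lines, by at least 22.9-fold, 11.6-fold and 27.3-fold. The pseudogene AT5G35935 was at least 4.12-fold and 6.71-fold higher in the full-length active and substituted lines. The other genes named by the rule were SESA3 (log2 fold change -4.99) and SESA5 (at least 12.5-fold lower) in the full-length active line, and AT4G21870 (at least 29.6-fold higher), AT5G52050 (at least 4.79-fold lower) and AT4G28140 (log2 fold change -3.41) in the full-length substituted line. In the truncated active line they were the noncoding RNA AT2G06185 (at least 4.34-fold higher), COR27 (log2 fold change -6.41) and DYL1 (log2 fold change -5.59). In the truncated substituted line they were AT2G21220 (at least 5.70-fold higher), PDF1.2c (at least 8.41-fold lower) and CYP94B3 (at least 6.71-fold lower).

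**Figure D2:**
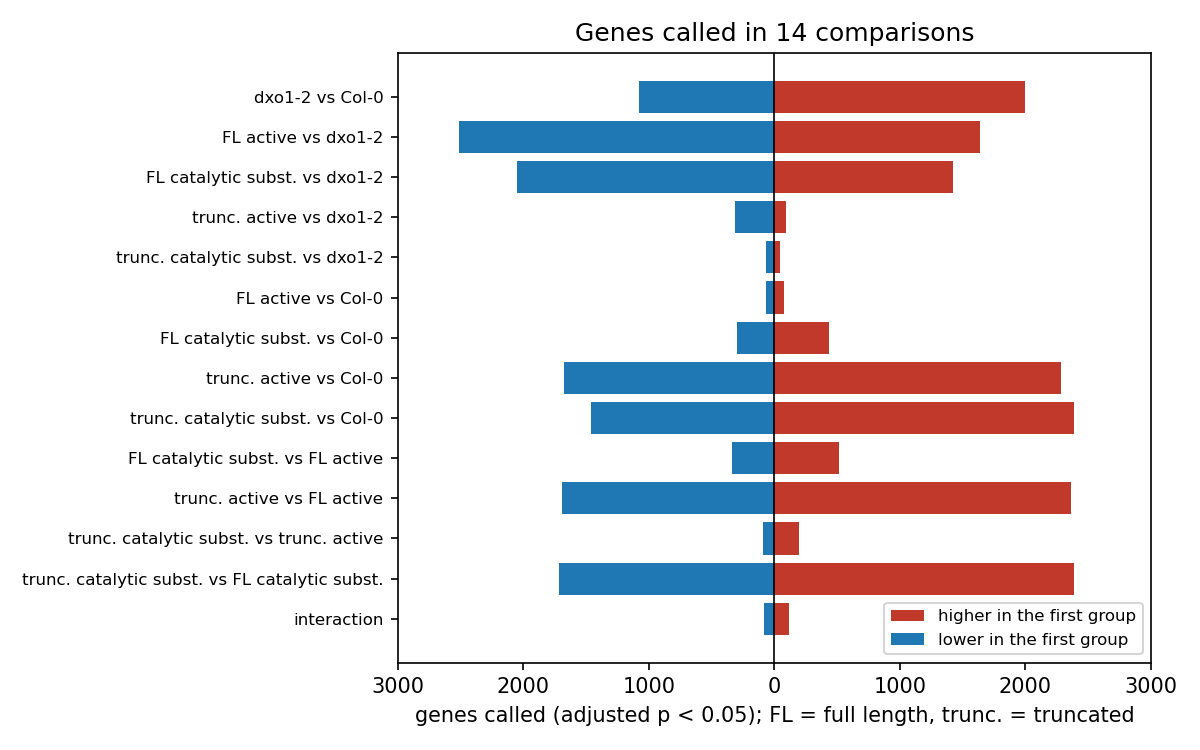
Genes called at an edgeR adjusted p under 0.05 in each comparison (vertical axis), with the number of genes higher in the first genotype to the right and lower to the left (horizontal axis). Bars are long for dxo1-2 against Col-0 (3072) and for truncated against full-length lines (4058 and 4104), and short for the truncated lines against dxo1-2 (412 and 108).

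On the recovery score, where Col-0 is 0 ± 0.133 and dxo1-2 is 1 ± 0.0385 (SD, n = 4), the full-length active line lay at 0.0631 ± 0.0487 and the full-length substituted line at 0.167 ± 0.156. The truncated active line lay at 1.06 ± 0.0641 and the truncated substituted line at 1.09 ± 0.0714. Each full-length line was separated from dxo1-2 without overlap, each truncated line from Col-0, and each truncated line from its full-length counterpart (exact permutation p 0.0286 in these 6 tests, the smallest possible). Adjusted over the 12 tests of this family, that p is 0.0571, so none passed. The truncated lines were not separated from dxo1-2 (exact permutation p 0.171 and 0.0857), nor the full-length lines from Col-0 (0.457 and 0.171). With the length trend removed, the score of the truncated active line moved to 1.12.

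**Figure D3:**
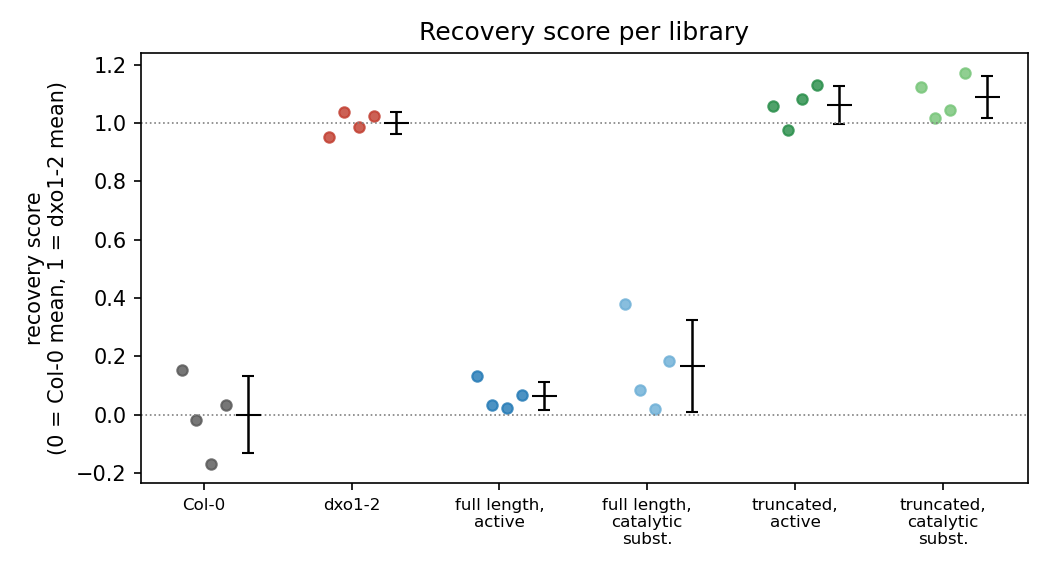
Recovery score (vertical axis, 0 at the Col-0 mean and 1 at the dxo1-2 mean) of each library by genotype. Points are libraries and bars are the mean with the SD of 4 libraries. The full-length lines lie at 0.378 or below and the truncated lines at 0.976 or above.

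Lines with and without the catalytic substitutions or the truncation were compared directly. With 1 line per construct, a change particular to a line cannot be told apart from an effect of the construct. The truncated lines also had fewer DXO1 reads than the full-length lines. The substituted line differed from the active line in 854 genes for the full-length protein (515 higher) and in 287 for the truncated protein (197 higher). The truncated line differed from the full-length line in 4058 genes for the active protein (2364 higher) and in 4104 for the substituted protein (2386 higher). Another split of the libraries behind the 4104 gave 2192. Another split of the same libraries gave more genes than the 854, and another gave 1732 in place of 287. With the length trend removed, the real split of the full-length lines gave 1284 genes and the next highest 1086, while between the truncated lines the real split gave 347 and another 778. The share of genes that were higher was 60.3% between the full-length lines, and 50.2% with the main axis as a covariate. Between the truncated lines it was 68.6%, 56.8% with no filter on low counts, 25% of 8 genes in a fit of only these lines, and from 47.4% to 79.6% across fits leaving out 1 library. Without replicate 3 of the full-length substituted line the first was 2585, and without replicate 4 of the truncated active line the second was 846. Between the full-length lines SESA3 and PDF1.2b were higher in the substituted line by 4.04 and 3.71 on the log2 scale, SADHU3-2 changed by -4.67 and PUB19 was at least 3.20-fold lower. Between the truncated lines JAZ7 and COR27 were higher in the substituted line by 4.33 and 3.62, and AT3G22600 and SESA5 changed by -4.46 and -4.31. The AT3G22600 call was lost in 5 of 8 fits leaving out 1 library. Its value was -1.61 without replicate 4 of the truncated active line. In the truncated against the full-length active line PR1 was at least 213-fold and AT2G15020 at least 14.8-fold higher, MYB74 at least 3.82-fold lower and COR27 changed by -5.90. In the truncated against the full-length substituted line AT1G07485 and LTP6 were at least 8.02-fold and 5.77-fold higher, and PDF1.2c and CYP94B3 at least 14.1-fold and 9.13-fold lower.

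A test of whether the substitutions acted differently in the full-length and truncated proteins called 196 genes, 114 with a positive and 82 with a negative interaction. The positive share was 58.2%, and 48.0% with median-of-ratios size factors and 45.5% with no filter on low counts. The smallest p-values belonged to SADHU3-2, PYL4 (AT2G38310) and FLA9 (AT1G03870), with interaction terms of 5.91, -3.35 and -2.86 on the log2 scale. PYL4 had 123 ± 17.2 CPM in the full-length substituted line and between 11.4 and 31.3 CPM on average in the other genotypes, and FLA9 had 90.1 ± 19.2 against 11.0 to 14.9.

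In the list tests of dxo1-2 against Col-0, nuclear photosynthesis genes had a median log2 fold change of -0.57 over 25 genes (camera adjusted p 7.8e-09), with 16 called over all genes and 17 adjusted over the list alone. Defence genes had a median of 1.06 over 16 of 20 (camera adjusted p 5.7e-05), with 9 called and 11 adjusted over the list alone. Nuclear rRNA processing and ribosome assembly factors had a median of 0.74 over 28 of 33 (camera adjusted p 0.0056), with 7 called and 9 adjusted over the list alone. Cytosolic ribosomal protein genes had a median of 1.10 over 15 of 24 (camera adjusted p 1.1e-06), with 12 called and 12 adjusted over the list alone. Chloroplast genome genes had a median of -0.39 over 80 of 133 (camera adjusted p 8.4e-04), with 5 called and 1 adjusted over the list alone. Plastid rRNA processing factors (17 of 18 genes, camera adjusted p 0.398, 1 called and 1 adjusted over the list alone) and mitochondrial genome genes (6 of 152, camera adjusted p 0.932, 1 called and 1 adjusted over the list alone) did not pass. Under fry, 4 of these calls held and that of the chloroplast genome did not (adjusted p 0.153). With a correlation estimated per list no list passed, with adjusted p from 0.186 upward.

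Per library, the mean log2 CPM of the photosynthesis list was lower in dxo1-2 than in Col-0 by a difference of -0.45, and that of the defence, nuclear rRNA and ribosomal protein lists differed by 1.22, 0.60 and 0.90. None of these 4 overlapped between the genotypes (exact permutation p 0.0286, adjusted 0.0714, so none passed). The chloroplast genome list differed by -0.27 with overlap (exact permutation p 0.229). Against dxo1-2, the ribosomal protein list had a median log2 fold change of -1.46 in the full-length active line and -1.19 in the full-length substituted line (camera adjusted p 6.1e-09 and 5.6e-07), and of -0.34 and 0.04 in the truncated lines (camera adjusted p 0.0296 and 0.778). Chloroplast genome genes had medians of 0.91, 1.06, 0.03 and 0.60 in the full-length active, full-length substituted, truncated active and truncated substituted lines (camera adjusted p 3.6e-11, 7.4e-13, 0.455 and 8.8e-19). For chloroplast genome genes in the truncated active line, the camera adjusted p was 4.6e-05 without its replicate 2. With a correlation estimated per list, neither the ribosomal protein nor the chloroplast genome list passed against dxo1-2 in any line (camera adjusted p from 0.186 upward).

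The other 5 lists against dxo1-2 are given in the order full-length active, full-length substituted, truncated active and truncated substituted line. Defence genes had median log2 fold changes of -0.51, -1.26, 0.05 and -0.54 (camera adjusted p 0.135, 1.2e-04, 0.932 and 5.5e-09). In the truncated substituted line 4 of them were called lower, 7 when adjusted over the list alone. Per library, the defence list was lower than in dxo1-2 without overlap in the full-length active, full-length substituted and truncated substituted lines, by differences of -0.80, -1.46 and -0.71 (exact permutation p 0.0286, adjusted 0.0714, so none passed). Photosynthesis genes had medians of 0.17, 0.35, -0.20 and 0.07 (camera adjusted p 0.0868, 6.0e-04, 0.00259 and 0.0378). The call in the full-length substituted line stayed when the length trend was removed, and the results of the other 3 lines changed. Per library, the difference from dxo1-2 was 0.10 in the full-length active line (exact permutation p 0.114). After the trend was removed it was 0.34 without overlap (exact permutation p 0.0286, adjusted 0.0672). In the truncated active line the difference was -0.19 without overlap (exact permutation p 0.0286, adjusted 0.0714) and -0.04 after removal (exact permutation p 0.686). None of these passed after adjustment. Nuclear rRNA factors had medians of -0.45, -0.66, 0.48 and 0.11 (camera adjusted p 0.0378, 0.0175, 1.9e-04 and 0.203). Plastid rRNA factors had medians of 0.36, -0.10, 0.61 and 0.12 (camera adjusted p 0.355, 0.722, 8.2e-04 and 0.778), and mitochondrial genome genes of 0.74, 1.36, 0.57 and 0.55 (camera adjusted p 0.175, 0.00906, 0.0862 and 0.00339). Under fry, the truncated active line lost its calls for nuclear rRNA factors, plastid rRNA factors and ribosomal protein genes (adjusted p 0.0634, 0.0845 and 0.223) and the truncated substituted line that for photosynthesis genes (0.288), while defence genes passed in the full-length active line (0.0309) and still in the truncated substituted line (0.00506). With a correlation estimated per list none of these passed, with adjusted p from 0.185 upward. Among fits leaving out 1 library, the call for photosynthesis genes in the truncated substituted line was lost in 5 of 8, and the result for defence genes in the full-length active line changed in 4 of 8. The call for nuclear rRNA factors was lost in 2 of 8 in the full-length active line (highest adjusted p 0.196) and in 1 of 8 in the full-length substituted line (0.103). That for ribosomal protein genes in the truncated active line was lost in 2 of 8 (0.0850) and that for mitochondrial genome genes in the truncated substituted line in 1 of 8 (0.0783). Mitochondrial genome genes in the truncated active line became called in 3 of 8, nuclear rRNA factors in the truncated substituted line in 2 of 8 and photosynthesis genes in the full-length active line in 1 of 8.

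**Figure D4:**
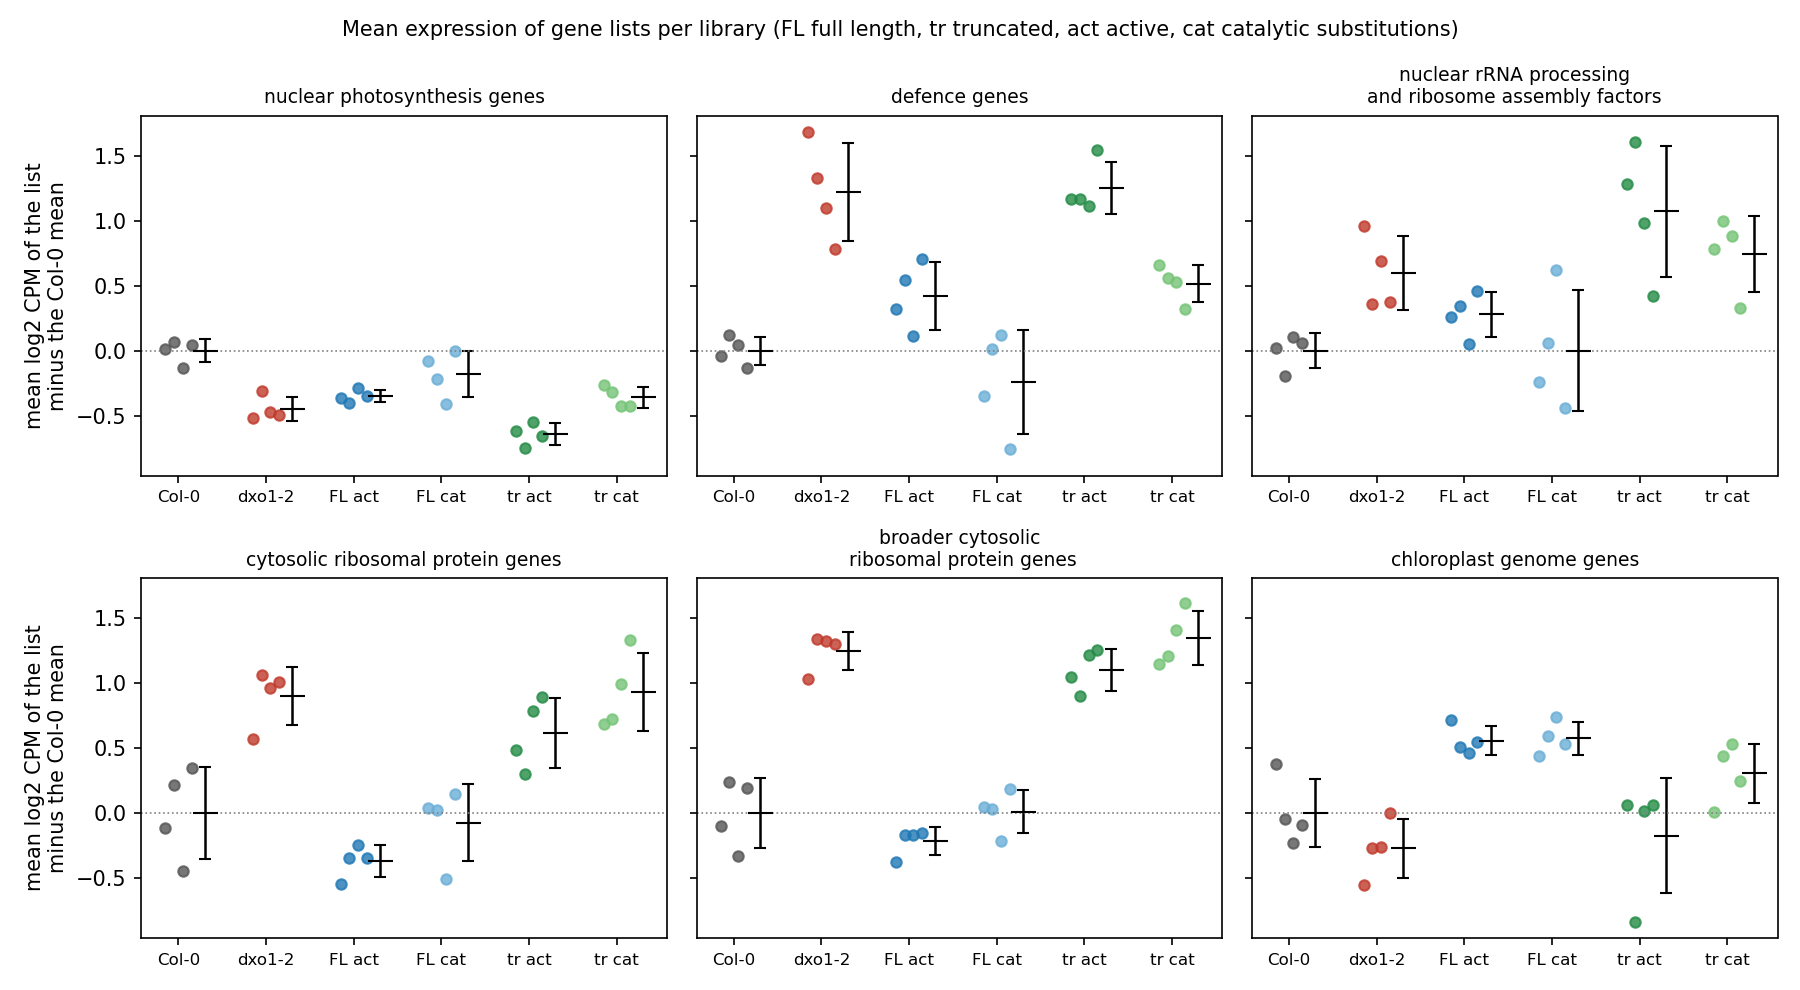
Mean log2 CPM of 6 gene lists per library (vertical axis, minus the Col-0 mean) by genotype. Points are libraries and bars are the mean with the SD of 4 libraries. Ribosomal protein genes lie high in dxo1-2 and the truncated lines, by 0.90 on average in dxo1-2, and chloroplast genome genes lie high in the full-length lines.

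Chloroplast genes took 4.61% ± 0.417 of counts in Col-0, 3.84% ± 0.459 in dxo1-2, 6.00% ± 0.330 and 6.43% ± 0.562 in the full-length active and substituted lines, and 4.19% ± 0.503 and 4.75% ± 0.600 in the truncated active and substituted lines (SD, n = 4). Both full-length lines lay above Col-0 and dxo1-2 without overlap (exact permutation p 0.0286, adjusted over 26 tests 0.0929, so none passed). The mitochondrial share of the truncated active line lay above dxo1-2 and Col-0 without overlap, by 0.0459 and 0.0555 percentage points. These tests did not pass either (exact permutation p 0.0286, adjusted 0.0929). The other comparisons of mitochondrial shares overlapped. Oligo(dT) priming reads only part of organelle RNA, so these shares describe the primed fraction.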

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

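Some tests in this part were chosen only after the results they bear on were seen. They are the tests of counting error, of low counts, of mitochondrial genes other than ATMG00020 and all tests with the length trend removed. The others were chosen in advance. Among 50 groups of 4 values, 5 had a library far from the other 3 by Dixon's test, where chance gives 2.5.

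Chloroplast genes took 5.23% of the counts in Col-0 replicate 1, against 4.34% to 4.46% in the other Col-0 libraries. The 95% Clopper-Pearson interval of that share starts at 5.20%, above the other libraries, which argues against counting error. The gene with the largest excess, ATCG01050, made up 23.1% of it, so 1 gene does not account for it. Variation in organelle RNA between plants or preparations stays open, and no biological explanation was tested.

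Mitochondrial genes took 0.118% of the counts in replicate 1 of the full-length active line, against 0.0627% to 0.0663% in the others. The interval starts at 0.114%, so counting error is argued against. A single locus, ATMG00020, made up 93.2% of the excess, but it also held 89.2% of mitochondrial counts on average in the other libraries of the line. The other mitochondrial genes took 0.0106% of the counts (95% Clopper-Pearson interval from 0.00932%), against 0.00588% to 0.00804% in the other libraries. An excess of 1 transcript cannot be told apart from a rise of mitochondrial RNA as a whole, because that locus would hold most of either. No biological explanation was tested.

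SADHU3-2 had 0.473 CPM in Col-0 replicate 1, AT5G26270 had 0.756 CPM in Col-0 replicate 2 and AT2G21220 had 0.681 CPM in Col-0 replicate 3, each against 0 in the other Col-0 libraries. Every one of these values is 1 count, as counting noise at low counts would give. No biological explanation was tested.

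The response to the catalytic substitutions differed between full-length and truncated lines in 196 genes by the interaction test. Of 100 splits of the libraries, the real one and others drawn over all transgene lines, 5 gave as many genes, the real one among them. Such draws also exchange libraries between truncated and full-length lines, so differences between these lines can enter the other splits. One of them called 2892 genes. These splits therefore do not decide whether the count of 196 is unusual. With the length trend removed, the test called 368 genes and 3 of the 100 splits, the real one among them, gave as many. Of the 196 genes, 59.2% had 1 line apart from the other 3 by more than the range of those 3, against 36.3% in random draws with a large interaction. The full-length substituted line was the one apart in 59 genes, the full-length active line in 30, the truncated active line in 15 and the truncated substituted line in 12. A change particular to 1 line, from insertion or growth, may thus account for many of these genes. With 1 line per construct, an effect of the construct remains open.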

How the results depend on the processing

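The covariate for the axis within groups, the removal of the length trend and the broader ribosomal protein list were chosen after seeing the data; the other alternatives were planned.

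Across settings that left out no library, counts of called genes stayed within 1.5 times the reported count in 100 cases and left that range in 26. With the replicate block, the counts were 631 for the truncated active line against dxo1-2, 219 for the full-length active line against Col-0 and 442 between the truncated lines, and the other counts stayed within 1.5 times the reported ones. The replicate numbers were not used as pairs: same-numbered libraries correlated at a median of 0.0342 against -0.0195 for others, and 0 of 15 pairs of groups had every correlation above 0.1. DESeq2 called 174 genes for the truncated substituted line against dxo1-2, 313 for the full-length active line against Col-0 and 354 for the interaction. A fit of only the groups compared gave 177, 1349 and 8 genes for the truncated active line against dxo1-2, the full-length active line against Col-0 and the truncated lines against each other. The cause was not tested. Each such fit estimates the spread from fewer libraries, which alone does not account for the rise from 140 to 1349 genes.

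With the axis as a covariate, which is centred within groups and so lowers the residual spread without removing differences between groups, counts were 5327 for dxo1-2 against Col-0, 7116, 5522, 3702 and 707 for the full-length active, full-length substituted, truncated active and truncated substituted lines against dxo1-2, and 2245, 2197, 6012 and 6054 for the same lines against Col-0. They were 3960 between the full-length lines, 6318 between the active lines, 3187 between the truncated lines and 1293 for the interaction. With the length trend removed, counts were 205 for the truncated substituted line against dxo1-2, 346 for the full-length active line against Col-0, 1284 between the full-length lines and 368 for the interaction. In that setting 2 of 35 splits gave as many genes for the truncated active line against dxo1-2 and between the truncated lines, and 1 of 35 between the full-length lines.

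Across fits that each left out 1 library, counts ran from 183 to 1222 for the truncated active and from 51 to 116 for the truncated substituted line against dxo1-2, from 70 to 127 for the full-length active and from 419 to 944 for the full-length substituted line against Col-0, from 421 to 2585 between the full-length lines, from 101 to 846 between the truncated lines and from 114 to 352 for the interaction. The count for dxo1-2 against Col-0 ran from 2468 to 3247.

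Under the settings run, the full-length lines stayed at 0.181 or below and the truncated lines at 0.992 or above. With the 100 genes of each direction they were 0.0693, 0.136, 1.12 and 1.09 in the full-length active, full-length substituted, truncated active and truncated substituted lines, and with the length trend removed 0.0910, 0.129, 1.12 and 1.08. In both settings some exact permutation tests passed after adjustment, because more tests reached the smallest p. The added tests are among the comparisons that were not separated in the main setting, and which ones they are is not given here. Leaving out a replicate number gave 0.992 to 1.15 for the truncated active line.

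For dxo1-2 against Col-0, the chloroplast genome list lost its call under fry (adjusted p 0.153). With an estimated correlation the adjusted p was 0.186 for photosynthesis and for defence genes, 0.449 for nuclear rRNA factors, 0.501 for the chloroplast genome, 0.196 for ribosomal protein genes and 0.0505 for the broader list. The broader list in the truncated active line against dxo1-2 reversed with the length trend removed, from a median log2 fold change of -0.21 to 0.10 (adjusted p 0.00259). As measured, this result did not pass under fry (adjusted p 0.354). Per library, the broader list overlapped between this line and dxo1-2, as measured and after removal (exact permutation p 0.2 and 0.171). With the length trend removed, 5 other list results against dxo1-2 changed, 3 weaker and 2 stronger. Photosynthesis genes lost their call in the truncated active and truncated substituted lines (adjusted p 0.239 and 0.0741), as did ribosomal protein genes in the truncated active line (0.859), while photosynthesis and defence genes passed in the full-length active line (3.9e-05 and 0.0279). The cause was not tested. For DXO1 between the truncated lines, the log2 fold change was 0.27, and ran from -0.0287 without replicate 2 of the truncated active line to 0.45 without its replicate 1, called in none of these fits. With 5 to 40 counts per library, small differences in DXO1 between lines were not detectable at this depth.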

Other observations

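Some tests in this part were chosen only after the result was seen. They concern the DXO1 read level, the other splits against the main axis, the ribosomal protein genes and held-out Col-0 libraries. All tests with the length trend removed, that of the axis among them, were also chosen then. The others were chosen in advance, except where stated.

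Libraries of 1 group differed along a main axis that held 41.6% of the variance within groups, where the next axis held 6.82%. Scores on it ranged from 70.9 in replicate 3 of the full-length substituted line to -61.8 in replicate 4 of the truncated active line. Within groups the score correlated over 24 libraries with log2 total counts (Pearson r 0.641, permutation p 0.0050, adjusted 0.0075; Spearman rho 0.630, permutation p 0.0051; r 0.562 without the 2 farthest libraries) and with the share of the 10 most abundant genes (Pearson r -0.709, permutation p 0.0010, adjusted 0.0030; Spearman rho -0.710, permutation p 0.0015; r -0.602 without the 2 farthest), and not with the chloroplast share (r -0.0412, permutation p 0.881; rho -0.00783, permutation p 0.976), among 3 relations. Across genes, which are not independent replicates, loadings correlated with exon length (rho 0.651) and with GC content (rho 0.379). Length is not the whole of it. Removing the length trend took 18.7% of the variance, and 29.3% of the rest lay on an axis that correlated with the first at 0.998. The replicate number as a batch cannot be told apart, because the labels give no batch and its test was undecided (permutation p 0.0804). Replicate 4 had the lowest score in 5 of the 6 groups, a count made after the scores were seen. Time of day at harvest cannot be told apart, because 2 of 6 morning clock genes passed the filter (share of random list pairs with as large a difference 0.344). Depth, library composition, length, GC content and a batch are candidate explanations that these libraries do not separate.

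For 10 of the 13 comparisons between groups, 1 of the 35 splits of the 8 libraries, the real one, gave as many called genes. Among these 10, another split still called 2192 genes for the truncated against the full-length substituted line (4104 in the real split) and 635 for the full-length substituted line against dxo1-2 (3471), with fold changes that correlated with the loading on the main axis at 0.760 and 0.667 in size. Another split also called 49 genes for the truncated substituted line against dxo1-2 (108 in the real split). Its fold changes correlated with the loading on the main axis at 0.846 in size. In 3 comparisons 2 of the 35 splits gave as many called genes as the real one. They are the truncated active line against dxo1-2, the full-length substituted against the full-length active line, and the truncated substituted against the truncated active line. In each of these 3 the other split called more genes than the real one (4225 in the first and 1732 in the last) and exchanged 1 library of each group. Its fold changes correlated across genes with the loading on the main axis at 0.908, 0.833 and 0.869 in size, against 0.626, 0.386 and 0.572 for the real split. With the length trend removed, 2 of 35 splits still gave as many genes for the first and the last (555 against 2148 and 347 against 778), and 1 of 35 for the full-length lines (1284 against 1086 in the next). These counts of 412, 854 and 287 genes may therefore owe part of their size to the spread within groups. Such spread reaches the libraries behind the 4104, 3471 and 108 as well.

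The truncated lines had DXO1 reads near the mutant level. The reads were enough to place both truncated lines below their full-length counterparts (larger edgeR adjusted p 2.1e-04). They were too few to exclude a small rise over dxo1-2, where the log2 fold changes were 0.40 (SE 0.35) in the truncated active and 0.67 (SE 0.34) in the truncated substituted line. A counting that misses the transgene in every construct is argued against by the full-length lines (larger edgeR adjusted p against dxo1-2 3.4e-05). A counting that misses only the truncated transgenes cannot be told apart from low expression, because the ends of the constructs are not stated (larger log2 fold change against dxo1-2 0.67). Mislabelled mutant libraries were tested on both truncated lines. For the truncated substituted line 1 of 35 splits, the length trend removed, gave as many genes, which argues against it. For the truncated active line 2 of 35 did, which leaves it open. A second test was then run, chosen after the first was seen and expected to argue against an exchange. It left out the libraries whose exchange gave the largest other split and counted the called genes that differed between those libraries in the labelled direction. This held for 33.0% of 1994 genes in the truncated active line and for 63.8% of 243 genes in the truncated substituted line. The libraries were picked because their exchange called the most genes, so these values restate that choice and decide nothing in either line. The libraries left out for the truncated active line were far apart on the main axis (49.1 and -61.8), so the axis may account for the 2 of 35 splits as well as a mislabelled library does. COR27, named by the rule, had 2.68 ± 1.72 CPM in the truncated active line and 47.5 ± 13.2 in dxo1-2 without overlap, but a single gene among the most changed ones does not settle it. The comparison of the truncated active line with dxo1-2 is limited accordingly.

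Cytosolic ribosomal protein genes were higher in dxo1-2 than in Col-0. The broader list had a median log2 fold change of 1.28 over 153 of 170 genes, 135 of them called higher and 1 lower (camera adjusted p 1.4e-57, 148 called when adjusted over the list alone), but it did not pass with an estimated correlation (adjusted p 0.0505). These genes are short, with a median exon length of 946 against 1734 bases. After the length trend was removed the median was 0.94, against at most 0.536 in 10000 random lists of matched genes, and 123 were called higher, which argues against length as the whole cause. Their summed counts rose from 16491 ± 3267 to 40014 ± 4407 CPM (SD, n = 4, exact permutation p 0.0286), a log2 ratio of 1.28, which argues against reads moved between paralogs. The sum was 13467 ± 948 and 16326 ± 2242 CPM in the full-length active and substituted lines, and 35272 ± 4103 and 42566 ± 7494 in the truncated ones. A hypothesis is that loss of DXO1 may raise these transcripts and that the full-length protein lowers them with or without its catalytic site. Transcript end choice and priming were not tested.

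In 27 genes all 5 groups of the dxo1-2 background differed from Col-0 in 1 direction, 11 higher and 16 lower. In 20 simulated sets of unchanged groups against the shared Col-0 libraries, the largest number of such genes was 0. Such groups give almost no calls at this threshold, so that value decides nothing. The percentage of tested genes with 1 sign in all 5 groups was 28.2%, against 35.0% in the simulated sets. A further test found such genes with 2 of the Col-0 libraries and measured their shift from the other 2. In 6 choices it found 6 to 11 genes, all shifted in the same direction from the libraries held out, with a lowest median ratio of the shifts of 0.812. This argues against chance values of single Col-0 libraries for the genes it found, but not against a difference common to all 4 Col-0 libraries, so an effect of the shared control cannot be told apart from a fixed difference of the background. With the length trend removed there were 56 such genes, 24 of them shared with the 27. Linkage to the DXO1 locus is argued against as the whole cause, since 1 of the 27 lay among 98 tested neighbours (one-sided hypergeometric p 0.178) and the genes lay on 5 chromosomes. Incomplete recovery cannot be told apart from a fixed difference of the background, because the genes were chosen as shifted in the full-length lines too (median ratio of their shift to that in dxo1-2 0.854). Of the 27, 16 had a ratio of 0.8 or more and 4 under 0.5. Genes that do not code for protein made up 11.1% of them and 1.84% of tested genes (two-sided Fisher exact p 0.0130), among them the pseudogenes AT2G11410, AT4G08093 and AT5G35935. Jasmonate genes AOS, OPR3, AOC2 and JAR1, singled out after their values were seen, were lower in all 5 groups. A difference between the dxo1-2 background and the Col-0 plants used may underlie part of this set. Over all tested genes, the log2 fold change against Col-0 correlated with that of dxo1-2 at 0.154 and 0.244 in the full-length active and substituted lines and at 0.802 and 0.880 in the truncated ones, where unchanged groups sharing the Col-0 libraries gave 0.524.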
